# Gut microbiota influences feeding behavior via changes in olfactory receptor gene expression in Colorado potato beetles

**DOI:** 10.3389/fmicb.2023.1197700

**Published:** 2023-06-28

**Authors:** Hongwei Li, Yanxue Yu, Jian Zhang, Yuhan Wang, Liu Zhang, Junfeng Zhai, Yongjiang Zhang

**Keywords:** gastrointestinal microbiome, anti-bacterial agents, odorant receptor, *Pseudomonas*, feeding behavior

## Abstract

The Colorado potato beetle (CPB) is an internationally recognized plant quarantine pest that causes serious losses to potato agricultural production. The gut microbiota plays an important role in its growth and development, and the olfactory system plays an important role in insect feeding behavior. The gut microbiota is known to be capable of inducing changes in the olfactory systems of insects. However, the way these associated gut microbes influence the feeding-related behaviors of CPBs remains unclear. To explore the relationship between them, fresh potato leaves immersed in a mixture of five antibiotics (tetracycline, penicillin, ofloxacin, ciprofloxacin, and ampicillin) at specific concentrations for 1 h were fed to adult CPBs to reduce the abundance of gut microbes. We found that the feeding behavior of CPBs was significantly affected by the gut microbiota and that *Pseudomonas* was significantly higher in abundance in the control group than in the antibiotic group. We then used transcriptome sequencing to explore the differences in olfactory receptor genes in the heads of non-treatment and antibiotic-fed CPBs. Through Illumina Hiseq™ sequencing and screening of differential genes, we found that the olfactory receptor gene LdecOR9 was significantly upregulated and LdecOR17 was significantly downregulated after antibiotic feeding. A real-time polymerase chain reaction was used to verify the changes in olfactory receptor gene expression in the non-treatment groups and antibiotic-treated groups. The feeding behavior was partially rescued after CPBs were re-fed with intestinal bacteria. These results indicate that a certain amount of gut microbiota can result in the loss of the olfactory discrimination ability of CPBs to host plants. In summary, this study investigated the relationship between gut microbiota and olfactory genes, providing a reference for research on microbial control.

## 1. Introduction

A wide variety of microorganisms colonize the digestive tract of insects in the form of gut microbial communities. These symbiotic bacteria participate in the speciation and most life activities of insects and play an important role in many physiological functions, such as growth and development, reproduction, nutrient metabolism, immunity, pesticide resistance, and host communication (Crotti et al., 2012). In addition, they help the host insect avoid the invasion of predators, parasites, and pathogens, and directly or indirectly affect the physiology and health of insects. Intestinal microorganisms can regulate host appetite by influencing the host’s central nervous system (Sampson and Mazmanian, 2015). Based on the important functions of gut microbes and host insects, the study of gut microbes can provide new ideas for green pest control.

In recent years, there has been an increasing number of studies on intestinal microbes in different countries, with the research scope becoming increasingly extensive. After long-term evolution, a large number of microorganisms in the insect gut are in a microenvironment of dynamic balance, the stability of which plays an important role in the growth and development of the insect. Once the dynamic balance of this environment is disrupted, the physiological functions of host insects become disturbed, thus exhibiting an abnormal state. Symbiosis provides an opportunity for gut microbiota to live together through reciprocal or unidirectional benefits with insects, and it regulates insect behavior by affecting their olfactory function (Jefferis et al., 2007; Masuda-Nakagawa et al., 2009; Slankster et al., 2019; de Paula et al., 2021; Ai et al., 2022). Gut *Lactobacillus* strains in honeybees can change tryptophan to indole derivatives that stimulate the host aryl hydrocarbon olfactory receptor (OR), thereby promoting memory behaviors. Gut bacteria may largely influence insect olfaction by affecting neural circuit communication (Zhang et al., 2022). In *Drosophila*, microbiologically sterile flies display a moderate reduction in memory tests during olfactory appetitive conditioning (Silva et al., 2021). The gut microbiota of *Drosophila* larvae was found to be altered by treatment with antibiotics or probiotics, and the tropism response of the larvae treated to odorants was reduced (Wilson and Laurent, 2005; Slankster et al., 2019). *Wolbachia*-infected *Drosophila* (fruit fly) might increase sensitivity towards food odors by having much higher transcript levels of the OR gene. The OR co-receptor in the fruit fly was found to be hyperactive under sterile or antibiotic-treated conditions, indicating that the symbiotic bacteria in the gut of the insect greatly influence its behavior (Peng and Wang, 2009). These findings provide a good opportunity for further research on the relationship between commensal bacteria and their hosts.

Although intestinal microbes in *Leptinotarsa decemlineata* (Colorado potato beetle; CPB) have been reported (Yu et al., 2021), the relationship between intestinal microbes and OR genes remains to be studied. This study aimed to investigate the relationship between intestinal microbes and olfactory genes. Adult CPBs were fed a compound antibiotic solution consisting of tetracycline, ciprofloxacin, penicillin, ofloxacin, and ampicillin, and the effects of gut microbiota on the olfactory behavior of CPBs were investigated using an insect olfactory analyzer. The findings may provide basic data for exploring the mechanism of intestinal symbiotic bacteria and insect behavior and for the future development and utilization of new green prevention and control methods. Furthermore, this study provides a reference for research on the olfactory behavior of CPBs and their biological control agents.

## 2. Materials and methods

### 2.1. Insects

Healthy adult CPBs were collected from Suifenhe, Heilongjiang Province, and cultured with fresh potato leaves in the Safety Laboratory of Suifenhe Customs Technology Center, Heilongjiang Province. The temperature of the greenhouse was 26 ± 2°C, the relative humidity was 40–60%, and the photoperiod was 16 L:8D.

### 2.2. Effects of gut microbiota treatment on the feeding selection behavior of CPBs

Insect feeding behavior is initiated by the volatiles emanating from the leaves of a host plant, and it is primarily governed by olfaction. To explore the factors influencing feeding selection behavior in CPBs, fresh potato leaves were immersed in a mixture of five antibiotics (tetracycline, penicillin, ofloxacin, ciprofloxacin, and ampicillin) at specific concentrations (50 μg/mL, 100 μg/mL, and 1 mg/mL) for 1 h. The five antibiotics in the mixture were mixed at the same ratio, and 1% Tween-20 was added to improve the adsorption capacity of the antibiotics on potato leaves. The experimental potato beetles were fed leaves soaked in each concentration of antibiotic mixture for 3 days, and the soaked potato leaves were replaced once a day. The control group was fed sterile water and potato leaves soaked in 1% Tween-20 for 3 days, and the development and feeding conditions were the same to eliminate the influence of other factors on their feeding selection behavior. The feeding of the experimental and control group was stopped 6 h before the test. The insect olfactory behavior instrument was divided into treatment and control areas. Fresh potato leaves (30 g) were placed in the treatment area, and the control area was blank. Each test time was 30 min, and the number of selected insects on each wall was recorded after the test time. Each experiment was repeated three times. We maintained a constant light intensity in the experimental area. The attraction index was calculated as the treatment group minus the control group divided by the total.

### 2.3. 16S rRNA sequencing, transcriptomic, and gene expression analyses

For 16S sequencing of the gut microbes of antibiotic-treated and non-treatment control CPBs, genomic DNA was extracted using the Fast DNA Stool Mini Kit (Qiagen, Germany). The quality and quantity of the extracted DNA were measured on a 1% agarose gel and using a Nanodrop, respectively. This DNA was used as a template for amplifying 16S V3–V4 fragments by RT-PCR using primers 341F (5′-CCTAYGGGRBGCASCAG-3′) and 806R (5′-GGACTACH VGGGTWTCAAT-3′) (Frank et al., 2013). The libraries were constructed using amplified PCR products, which were then sequenced using an Ion Torrent S5TM XL platform.

The PureLink™ RNA Mini Kit was used to extract RNA from whole heads of CPBs in the antibiotic treatment and control group, and the Illumina Hiseq™ sequencing platform was used for RNA transcriptome sequencing. Expression levels were assessed in terms of TPM values (transcripts per kilobase per million reads), which were calculated based on the number of mapped transcript fragments corrected for transcript length and sequencing depth through featureCounts (http://subread.sourceforge.net) software. Differential expression analysis of two samples was performed using the DESeq2 R package (Love et al., 2014). The software applied the negative binomial generalized linear regression model to fit gene expression, evaluate the variation of dispersion and difference multiple, and Wald test was used for statistical test to obtain *p* value. Differentially expressed gene screening requirements were|log2fold change| > 1, and a *p*-value <0.05 (Trapnell et al., 2010).

The qRT-PCR was performed in a 20-μL reaction mixture (including 1 μL of cDNA, 10 μL of 2× TransStart®Green qPCR SuperMix, 1 μL of 10 μM forward and reverse primers, and 7 μL of nuclease-free water) on an ABI 7900 system (Applied Biosystems, CA, United States) to compare the differences in the expression of OR genes between the antibiotic treatment, control, and Rescue group in the heads of CPBs. It was performed under the following conditions: 95°C for 2.5 min and 36 cycles at 94°C for 15 s, 60°C for 15 s, and extension at 72°C for 15 s. The primers (5′-3′) used were as follows: OR9 forward primer, CTTTTCTAGGAGCCCAAC; OR9 reverse primer, ATTACTCTTGAAAGGCCAT; OR17 forward primer, ATAGTATTATGACTAATAGCGAAG; and OR17 reverse primer, GAAAATTATGGGCGCTTT. The melting curve was analyzed to assure the specificity of the primers after each reaction, and the RP18 gene was used as the reference gene (Shi et al., 2013). The 2^−ΔΔCT^ method (Livak and Schmittgen, 2001) was used to calculate the expression level of each OR gene. Each sample type was repeated three times. The differences between the relative expression levels of OR genes were analyzed using a *t*-test. The experimental data were statistically analyzed using GraphPad Prism 5 (GraphPad Software, CA, United States).

### 2.4. Effects of feeding target microorganisms on the feeding behavior of antibiotic-treated adult CPBs

We used traditional microbial separation and purification techniques to isolate the intestinal tracts of adult CPBs from Heilongjiang province. We obtained different monoclonal strains and cloned and sequenced 16S rDNA for each. We cultured three *Pseudomonas* strains (*P. rhodesiae* 39B5, *P. rhodesiae* VTT E-031889, and *P. plecoglossicida* sp. RL104) separately and diluted the concentration of the bacterial solution to 10^5^ cells/mL. To prepare the recovery group for experiments, we mixed 50 mL of each of the above three bacterial solutions, soaked fresh potato leaves in 150 mL of the bacterial mix solution for 1 h, and then fed to CPB adults after 3 days of antibiotic treatment (1 mg/mL). The feeding process was repeated for 3 consecutive days. We compared the feeding choice behavior among the three groups, which were the Rescue group and two control groups (one treated with antibiotics and one treated with sterile water using the method in section “Effects of gut microbiota treatment on the feeding selection behavior of CPBs”). The methods of behavior testing and attraction index calculation were the same as those described in section “Effects of gut microbiota treatment on the feeding selection behavior of CPBs”.

## 3. Results

### 3.1. Feeding behavior changed after treatment with antibiotics

To investigate the relationship between intestinal microbes and olfactory-mediated feeding behavior in CPBs, we fed adult CPBs with a compound antibiotic solution consisting of tetracycline, ciprofloxacin, penicillin, ofloxacin, and ampicillin to alter the abundance of microbes. The effects of antibiotics on the olfactory behavior of CPBs were investigated via insect olfactory analysis. The different effects of the mixed antibiotic solution on the leaf selection behavior of CPBs were analyzed. The feeding behavior of CPBs was significantly changed by feeding on the leaves soaked in the antibiotic mixture, and the selection of host plant leaves was significantly reduced. After feeding with antibiotics, CPBs lost their ability to distinguish between leaves and blank controls (the attraction index was close to zero). We selected different concentrations of antibiotics for feeding treatment, including 1 mg/mL, 100 μg/mL, and 50 μg/mL. No significant difference was observed in the selection of host plant leaves by CPBs with different concentrations of antibiotics (Figure 1). These results indicate that a dose of 50 μg/mL of antibiotics may be sufficient to reduce the olfactory discrimination ability of CPBs to host plants, which can be developed and used as a new green control method in the future.

**Figure 1:**
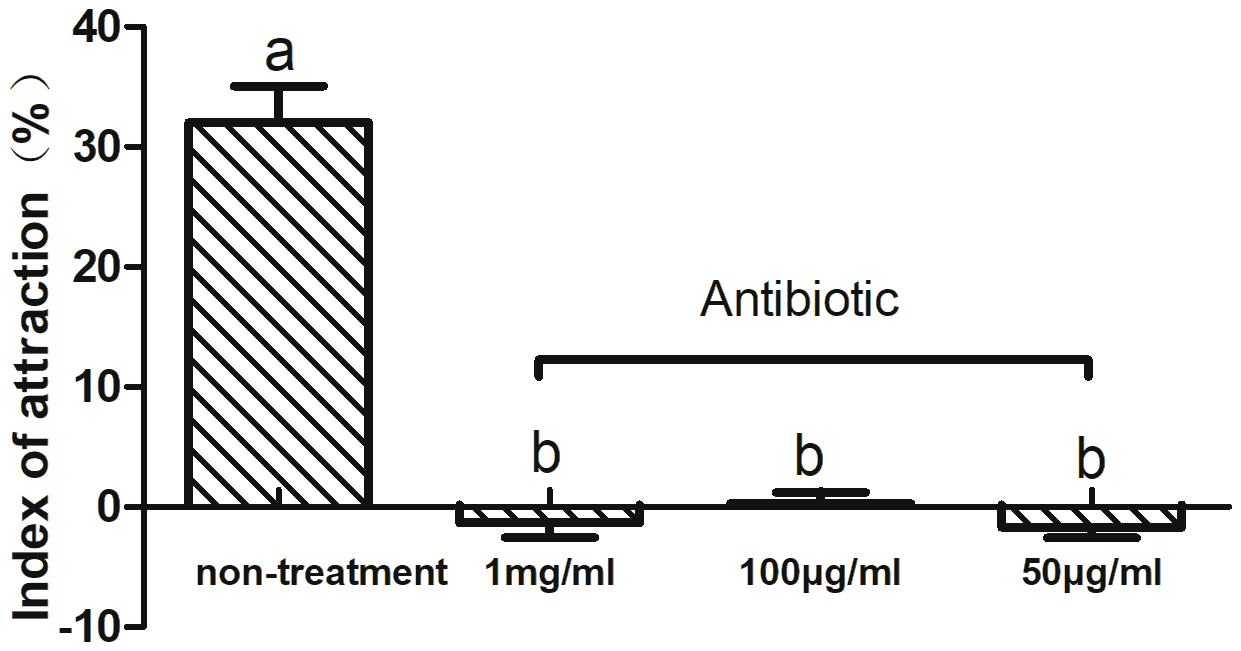
Feeding behavior changed after treatment with antibiotics. Adult CPBs fed antibiotic-treated leaves (50 μg/mL, 100 μg/mL, and 1 mg/mL) and clean leaves (non-treatment).

Based on the changes in the olfactory behavior of adult CPBs after feeding with a mixture of antibiotics, we performed 16S sequencing of intestinal microorganisms in adult CPBs treated with 1 mg/mL antibiotics and in non-treatment control CPBs to explore the differences in the composition of intestinal microorganisms between the two groups. A total of 46 phyla, 65 classes, 154 orders, 286 families, 779 genera, and 951 species were obtained from the intestinal microorganisms of the CPBs in the two groups. The number of annotations obtained for the two groups at different taxonomic levels is listed in Table 1. The results showed that the gut microbiota diversity of the control group was slightly higher than that of the antibiotic group, and the relative abundance of bacteria between the two treatments differed significantly at each classification level (Figure 2). The relative abundance of *Pseudomonas* was significantly higher in the control group than that in the antibiotic group (*p* = 0.030).

**Table 1:** Summary data of gut microbiota composition in CPBs under different treatments at various taxonomic levels.

Sample	Phylum	Class	Order	Family	Genus	Species
Antibiotic	33	56	109	226	552	604
Non-treatment	42	56	134	255	644	650
Total	46	65	154	286	779	951

Non-treatment represents CPBs fed with only fresh potato leaves. Antibiotic represents CPBs fed with fresh potato leaves treated with antibiotics.

**Figure 2:**
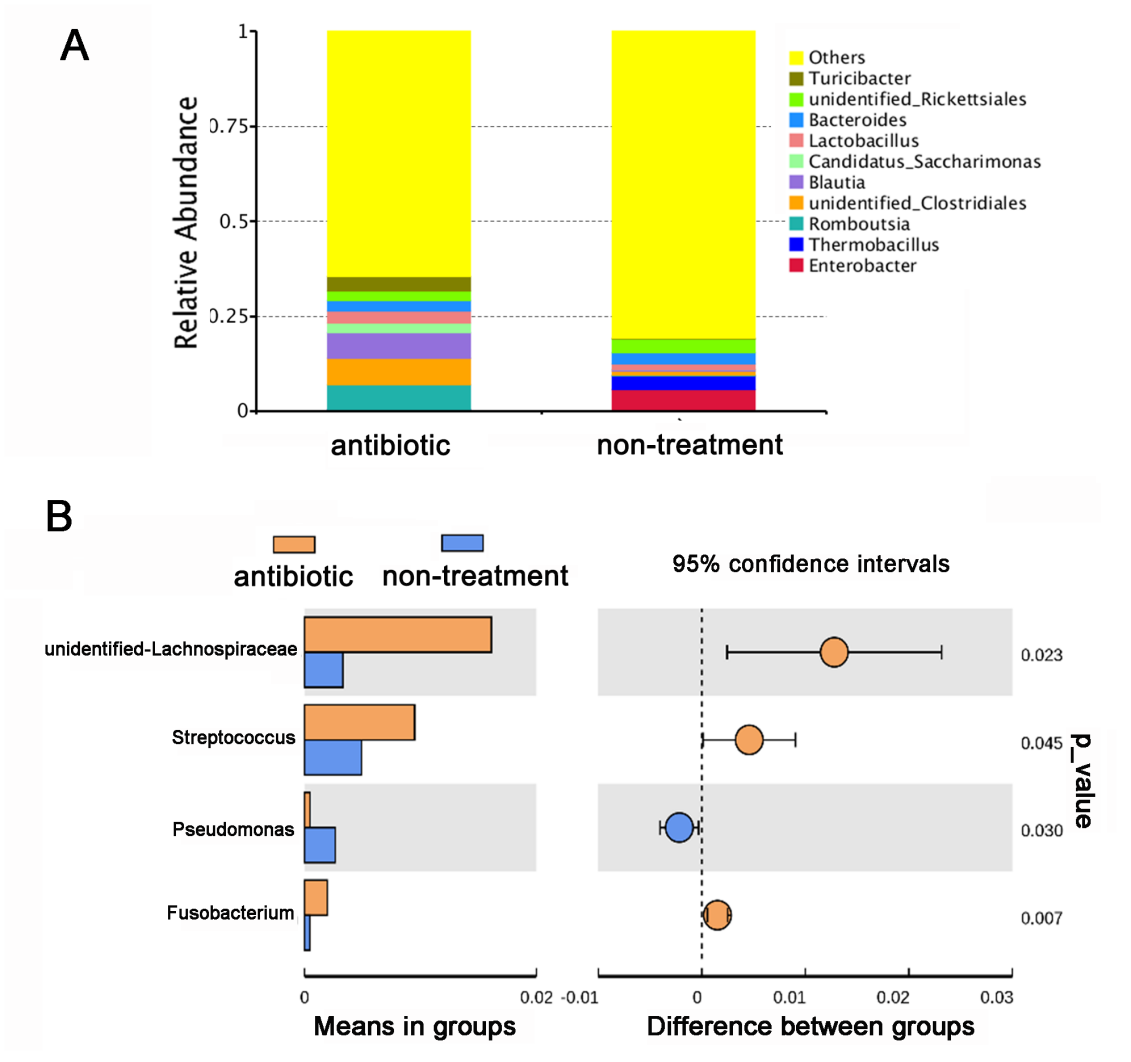
Antibiotics alter the gut microbial community of *Leptinotarsa decemlineata*. **(A)** Taxonomic composition of gut microbiota in the antibiotic and non-treatment groups at the genus level based on the V3–V4 region of the 16S rDNA gene sequencing. **(B)** Comparison of the relative abundance of different microorganisms at the genus level using a *t*-test.

### 3.2. Changes in OR gene expression after antibiotic feeding

To investigate the changes in OR gene expression induced by gut microbiota, we screened the expression differences of all genes through transcriptome analysis with a reference genome. 

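The transcriptome comparison used 3 libraries of the non-treatment group and 3 of the antibiotic group, with RNA extracted from whole heads of adult CPBs according to the methods and sequenced on an Illumina platform. The feeding described in the methods lasted 3 days; the paper's text does not name which antibiotic concentration these beetles received. For each library the authors deposited one value for each of 236706 genes named by the Trinity assembler, which joins reads into transcripts without a genome. The values are TPM, that is, the fragments assigned to a gene divided by its transcript length and scaled so that every library sums to 1000000. For 5 libraries the estimated count of fragments per gene was also used. The counts of the non-treatment libraries summed to 25397497, 27778958 and 31185289 in replicates 1, 2 and 3, and those of the antibiotic libraries to 33613953 and 31928906 in replicates 2 and 3. Counts of antibiotic replicate 1 were not analysed here, so its depth is unknown. Between 109698 and 111005 genes had a TPM above 0 in the non-treatment libraries, and between 93718 and 100622 in the antibiotic libraries. The 10 most abundant genes held between 22.7% and 35.8% of the TPM of a library, and because TPM is a share of the library, a rise in such genes lowers the TPM of the others. Across genes, Spearman's rho between libraries was 0.807 to 0.914 within a group and 0.528 to 0.723 between the groups. Expression was tested with limma, with a mean-variance trend, on log2(TPM + 1) for the 33919 genes with a mean TPM of at least 1 in a group. The pseudocount of 1 makes the fold change of low genes smaller on this scale. A gene counted as differentially expressed when the unadjusted p was under 0.05, the log2 ratio of the mean TPM of the groups was above 1 in either direction and the higher group mean was at least 5 TPM. The methods state the first 2 of these thresholds for differentially expressed genes, and the paper states the mean TPM of at least 5 for its choice of OR genes.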

According to the results of all samples and splicing, the transcript per million (TPM) value was used to screen differentially expressed genes. Compared with the non-treatment group, 1728 significantly differentially expressed genes in the three antibiotic treatment groups were identified, of which 822 were upregulated and 906 were downregulated. 

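In the deposited TPM values, 2890 genes passed this screen, of which 900 were higher and 1990 lower in the antibiotic group. At an adjusted p under 0.05 (limma, Benjamini-Hochberg adjustment over all genes tested), 3440 genes differed with no threshold on fold change or TPM, and 2180 of the 2890 genes remained past the screen when the adjusted p replaced the unadjusted one. Among all genes tested, the groups did not overlap in 30.3%, where chance gives 10%. Without the TPM threshold, which the methods do not state for this count, 6908 genes passed, the largest move under any alternative. edgeR's quasi-likelihood test on the 5 libraries with counts, chosen after the data were seen, gave 2590 genes, 818 higher and 1772 lower.

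**Figure D1:**
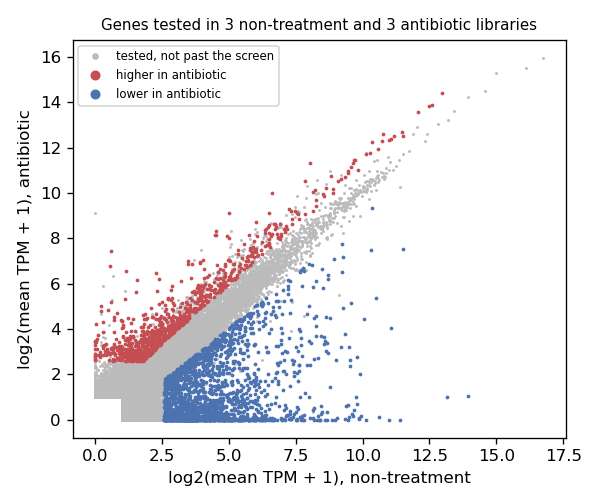
Mean TPM of each tested gene in the 3 non-treatment libraries (horizontal axis) and the 3 antibiotic libraries (vertical axis), both as log2(mean TPM + 1); each point is a gene. Red points are the 900 genes past the screen that were higher in the antibiotic group, blue points the 1990 that were lower, and grey points the other tested genes.

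The genes with an annotated protein and the smallest p among those higher in the antibiotic group were an arrestin homolog, rhodopsin and a lysocardiolipin acyltransferase 1-like gene. Rhodopsin (TRINITY_DN52274_c7_g1), the light receptor of the eye, had 0.494 ± 0.211 TPM (SD, n = 3) in the non-treatment group and 170 ± 38 TPM (SD, n = 3) in the antibiotic group, a difference of 6.83 on the log2(TPM + 1) scale (standard error 0.233, limma adjusted p = 1.1e-05). The arrestin homolog (TRINITY_DN59620_c3_g2) rose from 0.466 ± 0.15 to 107 ± 17.7 TPM, a difference of 6.20 (limma adjusted p = 1.1e-05). The acyltransferase gene (TRINITY_DN56808_c3_g1) went from 0.625 ± 0.349 to 22.4 ± 4.17 TPM (log2 difference 3.85, limma adjusted p = 0.000224). Both groups are described as whole heads. Marker genes examined in the closing section leave open a different tissue or dissection in the libraries labelled non-treatment. Tissue and treatment are not separated in these libraries. The differences given here, those of the OR genes included, are therefore not shown to be effects of the antibiotics. Among the lower genes, a galectin-9B-like gene (TRINITY_DN54626_c2_g2) fell from 70.8 ± 2.08 to 0.00824 ± 0.0143 TPM, a multidrug resistance-associated protein 4 gene (TRINITY_DN61970_c2_g1) from 61.3 ± 8.09 to 0.00894 ± 0.0155 TPM and a prostatic acid phosphatase gene (TRINITY_DN58972_c6_g1) from 286 ± 90 to 0.0607 ± 0.105 TPM. Their log2 differences were -6.15, -5.94 and -8.03, with limma adjusted p of 5.56e-06, 1.07e-05 and 1.2e-05. These 6 genes were chosen among those whose groups do not overlap, so their separation is part of the choice.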

According to the mean TPM value ≥5, |log_2_fold change| > 1, and a *p*-value <0.05, only one upregulated OR gene, *LdecOR9*, and one downregulated OR gene, *LdecO17*, were identified (Figures 3A,B). 

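Supplementary Data 1 lists 125 Trinity genes under 68 OR names, and all 125 were found among the deposited genes. LdecOR9 (TRINITY_DN59684_c3_g2) had a TPM of 0.192, 0.133 and 0 in the non-treatment libraries and 0.312, 0.0984 and 0.271 in the antibiotic libraries, a mean of 0.108 ± 0.0982 (SD, n = 3) against 0.227 ± 0.113 (SD, n = 3). The estimated counts behind these values were 7, 5 and 0 in the non-treatment libraries and 4 and 10.6 in antibiotic replicates 2 and 3. Its group means were below 1 TPM, so it did not enter the test; the difference of 0.15 on the log2(TPM + 1) scale had overlapping groups (two-sided exact permutation test, p = 0.3). LdecOR17 (TRINITY_DN65177_c1_g3) had 3.86, 3.96 and 6.25 TPM in the non-treatment libraries and 0.221, 0.218 and 0.224 TPM in the antibiotic libraries, a mean of 4.69 ± 1.35 against 0.221 ± 0.00326. These values rested on 229, 134 and 273 estimated counts in the non-treatment group and by 3 and 2 in antibiotic replicates 2 and 3. The difference was -2.20 on the log2(TPM + 1) scale (standard error 0.255, limma adjusted p = 0.00228), and no non-treatment library was as low as an antibiotic one (exact permutation p = 0.1). The higher mean of LdecOR17 was under 5 TPM, so it did not pass the TPM threshold, whereas without non-treatment replicate 1 or replicate 2 that mean was 5.11 or 5.06 TPM and the gene passed.

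**Figure D2:**
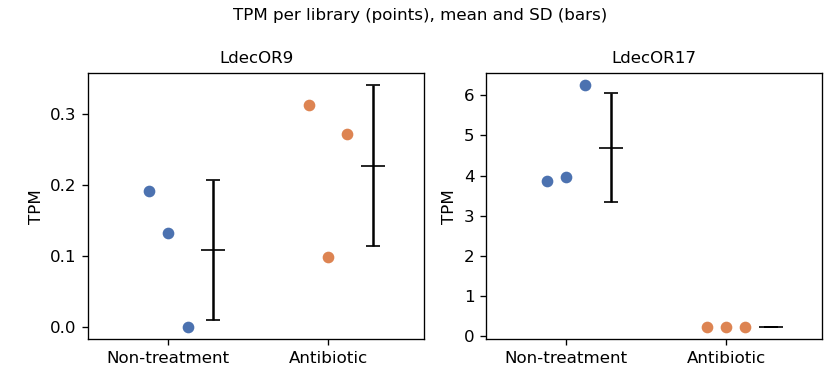
TPM of LdecOR9 (left) and LdecOR17 (right) in each of the 3 non-treatment and 3 antibiotic libraries, each on its own linear axis; points are libraries, the wide line is the mean and the bar the SD. The LdecOR9 points of the groups overlap, and the 3 antibiotic points of LdecOR17 lie near 0.221 TPM, under all non-treatment points.

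Of the OR sequences, 17 reached the mean of 1 TPM needed for the test. At an unadjusted p under 0.05, 6 were lower and 2 higher in the antibiotic group; 2 passed at an adjusted p over all genes tested and 4 adjusted over the list alone. The screen was passed by 3 of them. LdecOR21 (TRINITY_DN65117_c1_g1) rose from 2.07 ± 0.398 to 7.13 ± 1.77 TPM, a log2 difference of 1.39 (limma adjusted p = 0.0118). Supplementary Data 1 gives LdecOR21 the same antibiotic mean but a non-treatment mean of 5.57 TPM, with a log2 fold change of 0.356. LdecOR20 (TRINITY_DN56775_c3_g3) fell from 5.58 ± 3.03 to 2.49 ± 0.674 TPM (log2 difference -0.84, limma adjusted p = 0.193). It left the screen without non-treatment replicate 1 (log2 difference -0.96) or replicate 2 (-0.49) and without antibiotic replicate 1 (-0.67), 2 (-0.93) or 3 (-0.93). LdecOR54 (TRINITY_DN57950_c0_g1) went from 9.91 ± 9.4 to 1.54 ± 1.28 TPM with overlapping groups (log2 difference -1.85, limma adjusted p = 0.147); its reads may be split with LdecOR55, which Trinity placed in the same cluster. It left the screen without non-treatment replicate 1 (log2 difference -1.17) or replicate 2 (-1.89) or antibiotic replicate 1 (-1.40). LdecOR58 (TRINITY_DN56323_c3_g1) fell from 2.62 ± 1.81 to 0.246 ± 0.193 TPM (log2 difference -1.44, limma adjusted p = 0.0531) and was under the TPM threshold. Its log2 ratio of mean TPM was -3.41, where Supplementary Data 1 lists a log2 fold change of -3.16. The antibiotic mean of LdecOR58 is the same in both, so these ratios are not independent. As a set, the 17 OR sequences did not shift past the test's threshold (camera with a preset correlation, p = 0.349; fry, p = 0.0773; camera with an estimated correlation, p = 0.561). LdecOrco (TRINITY_DN60091_c1_g1), the coreceptor with which ORs form channels, was listed at 0 TPM and 0 counts in every non-treatment library and had 0.175, 0.109 and 0.95 TPM in the antibiotic libraries. Supplementary Data 1 gives LdecOrco a non-treatment mean of 1.32 TPM and a log2 fold change of -1.68, the opposite direction. From its own means and thresholds, the paper states that LdecOR9 was the upregulated and LdecOR17 the downregulated OR gene after antibiotic feeding.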

The detailed data can be found in Supplementary Data 1. The OR genes *LdecOR9* and *LdecOR17*, with significant differences, were validated via quantitative real-time fluorescence PCR, with the *RP18* gene as the internal reference gene. Comparing the results of qPCR with the TPM results of transcriptome sequencing, the expression trends of *LdecOR9* and *LdecOR17* were consistent (Figures 3C–F), which further indicates that the transcriptome sequencing results were reliable.

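The TPM side of this comparison was set on a reference gene as in qPCR. The files do not name RP18, and several Trinity genes are annotated as ribosomal protein S18 or L18, so the OR genes were divided by each abundant candidate in the same library and expressed per 10000 TPM of the reference. The candidates themselves did not separate the groups: the L18 gene (TRINITY_DN52564_c5_g4) had 1427 ± 50.7 TPM (SD, n = 3) in the non-treatment group and 1463 ± 363 TPM (SD, n = 3) in the antibiotic group, and an S18 gene (TRINITY_DN66222_c17_g2) had 591 ± 206 and 759 ± 336 TPM. Against L18, LdecOR17 was 32.8 ± 8.7 in the non-treatment group and 1.57 ± 0.369 in the antibiotic group (exact permutation p = 0.1). Against this S18 gene it was 80.5 ± 5.32 and 3.34 ± 1.5, and against a further S18 gene (TRINITY_DN60849_c0_g3) it was 66.3 ± 11.7 and 2.84 ± 0.527 (exact permutation p = 0.1 for each). LdecOR9 was 0.772 ± 0.711 and 1.73 ± 1.09 against L18, with overlapping groups (exact permutation p = 0.3). Against the S18 genes it was 2.28 ± 2.05 and 3.88 ± 3.03 (exact permutation p = 0.5), and 1.73 ± 1.5 and 3.08 ± 1.87 (exact permutation p = 0.4). The qPCR values were not analysed here. The paper reasons from the same trend in qPCR and TPM that the transcriptome sequencing was reliable.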

**Figure 3:**
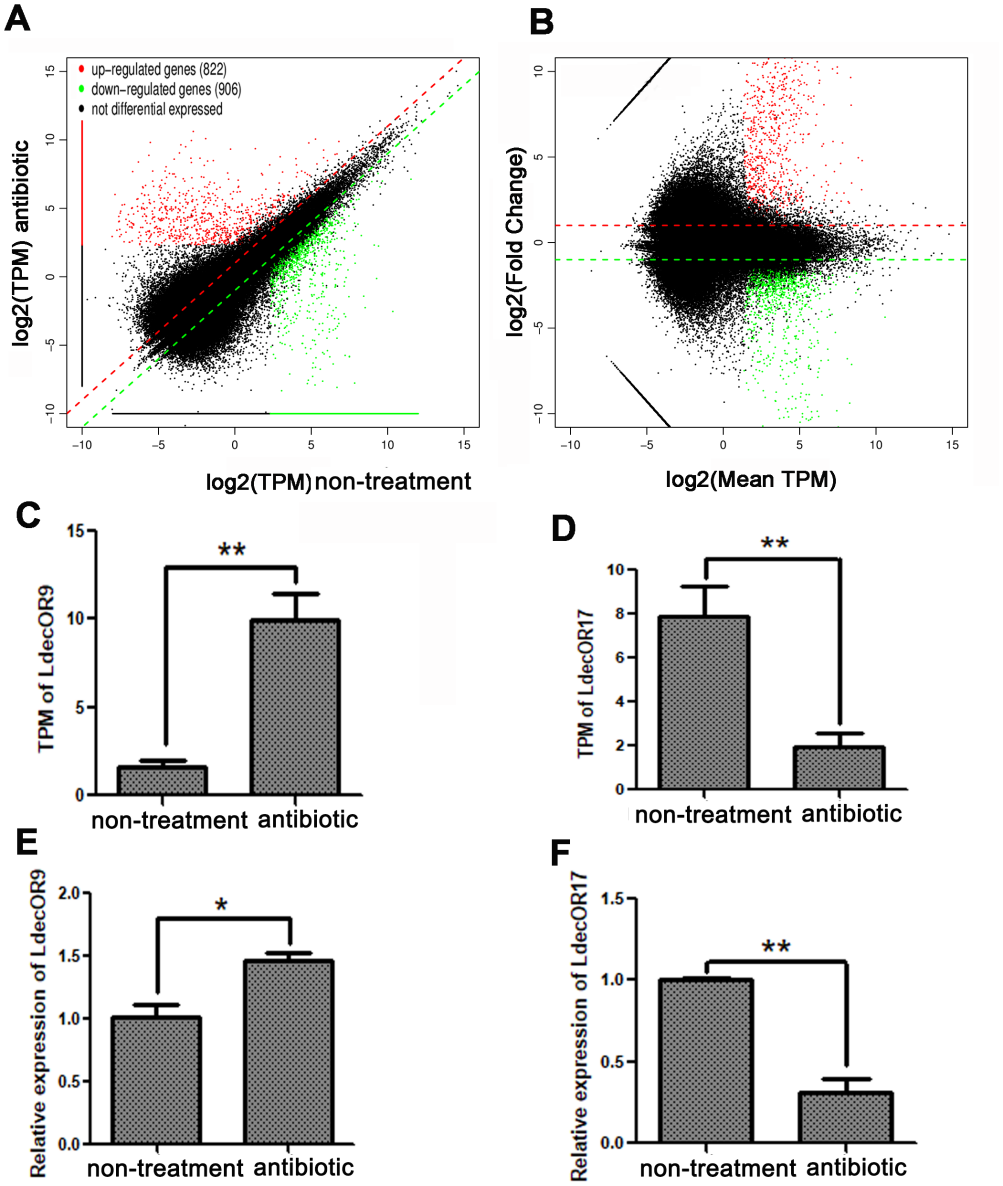
Changes in OR gene expression in *L. decemlineata* after antibiotic feeding. **(A,B)** Visualization of transcripts with significant differential expression. (**C**) Transcripts per million (TPM) value of LdecOR9. **(D)** TPM of LdecOR17. **(E)** Change in the relative quantitative expression level of LdecOR9 after antibiotic feeding determined by qPCR. **(F)** Change in the relative quantitative expression level of LdecOR17 after antibiotic feeding determined by qPCR. Non-treatment, CPBs fed with only fresh potato leaves; Antibiotic, CPBs fed with fresh potato leaves treated with antibiotics.

### 3.3. Feeding behavior was partially rescued after CPBs were re-Fed with *Pseudomonas*

The use of antibiotics has a great impact on gut microbiota; thus, we adopted a feeding method to restore intestinal gut microbiota in CPBs. We then compared the changes in CPB feeding behavior in three strains of *Pseudomonas* (*P. rhodesiae* 39B5, *P. rhodesiae* VTT E-031889, and *P. plecoglossicida* sp. RL104; bacterial concentration of 10^5^). These strains were isolated from the intestinal tract of adult CPBs from Heilongjiang province and were chosen based on previous 16S rDNA sequencing analysis results and the literature review. After feeding antibiotic-treated adult CPBs, which had marked changes in feeding selection behavior, we used the *Pseudomonas* strains to verify the behavior experiments and investigate the effects of gut microbiota on the olfactory behavior and olfactory-related genes in adult CPBs.

The fresh potato leaves were soaked in the *Pseudomonas* bacterial mixture at a concentration of 10^5^ to feed the antibiotic-treated adult CPBs. We then observed whether their feeding choice behavior was restored. As can be seen from the results, the index of attraction to host plant leaves was approximately 28% in the non-treatment group and approximately 0% in CPBs fed with leaves soaked in a 1 mg/mL antibiotic mixture, which shows changes in feeding selection behavior. The feeding selection behavior of adult CPBs was significantly recovered, reaching approximately 15%. The results showed that antibiotic feeding had a significant effect on the olfactory behavior of adult CPBs. The effects of antibiotics could be partially recovered, but incomplete recovery may be mainly due to the complex gut microbial population. Feeding only the above target bacteria could not completely recover the bacterial population dynamics in CPBs. We further verified the two olfactory genes *LdecOR9* and *LdecOR17* using quantitative real-time PCR and found that gene expression was partially restored (Figure 4), which was correlated with the changes in intestinal microorganisms, further proving that gut microbiota influence feeding behavior through changes in OR gene expression in CPBs.

**Figure 4:**
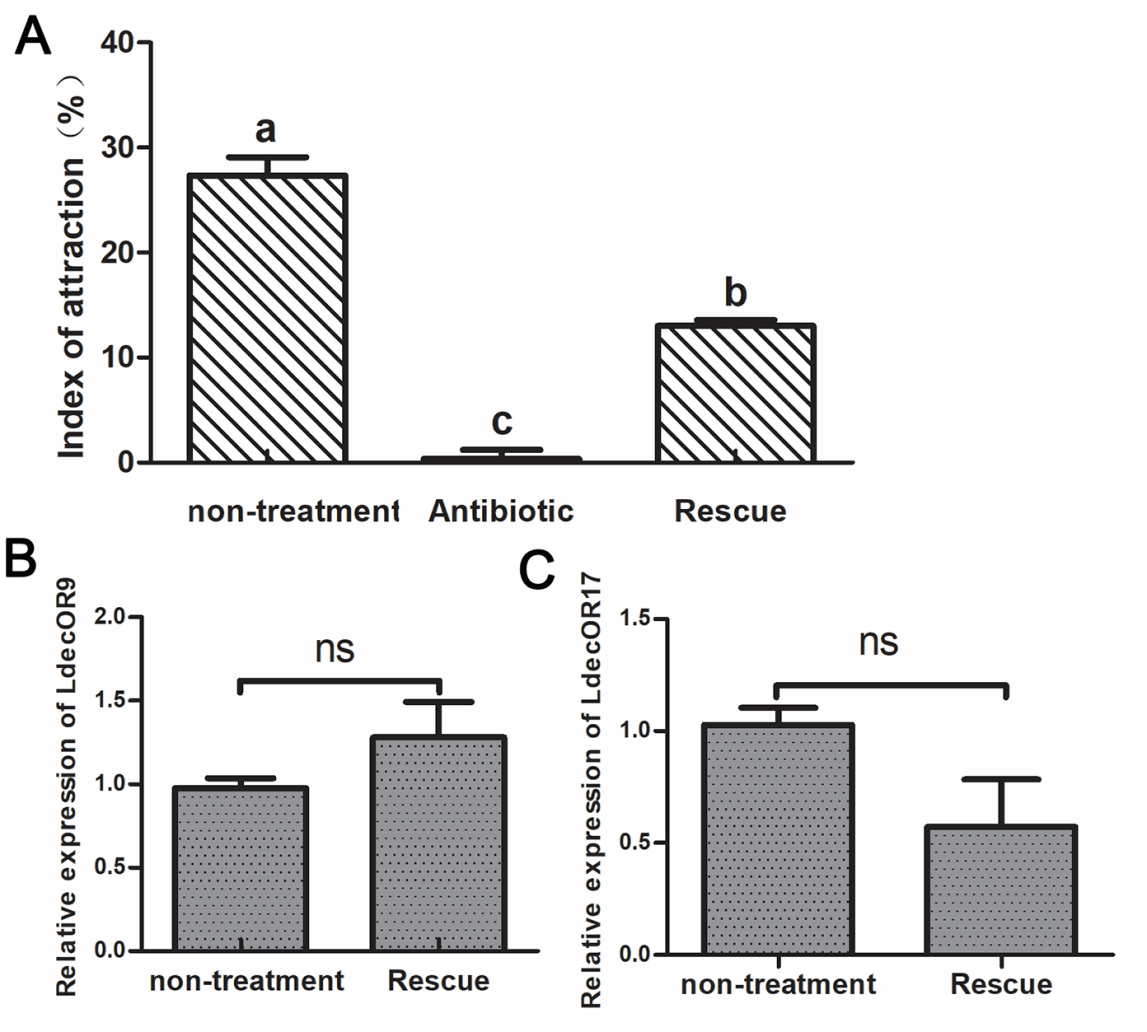
Feeding behavior was partially rescued after CPBs were re-fed with intestinal gut microbiota. **(A)** Comparison of the index of attraction among the different groups. **(B)** Comparison of the relative quantitative expression level of LdecOR9 between non-treatment and Rescue. **(C)** Comparison of the relative quantitative expression level of LdecOR17 between non-treatment and Rescue. Non-treatment, CPBs fed with only fresh potato leaves; Antibiotic, CPBs fed with fresh potato leaves treated with antibiotics; Rescue, CPBs treated with antibiotics and re-fed with intestinal bacteria.

## 4. Discussion

Antibiotics have been widely used in experiments as agents that can rapidly and effectively affect the gut microbiota of insects (Cho et al., 2012; Chu et al., 2013). In this study, we found that after CPBs were fed antibiotics, their feeding behavior was influenced by significant changes in the expression abundance of the gut microbiota. To explore the differences in OR gene expression in the heads of non-treatment and antibiotic-treated CPBs, we performed transcriptome sequencing and qPCR and found that the expression of some OR genes significantly changed after antibiotic feeding. Feeding behavior was partially rescued after CPBs were re-fed with intestinal bacteria, and the target OR gene expression level was restored. Based on the results, it appears that gut microbiota could greatly influence insect olfaction by affecting neural circuit communication.

The phenomenon of gut microbes influencing insect olfactory behavior has been reported. The gut microorganisms of *Blattella germanica* (German cockroach) contribute to the production of chemical pheromones, including volatile carboxylic acids, which can effectively regulate the aggregation agent in their feces, thus inducing the aggregation behavior of German cockroaches (Ayako et al., 2015). Gut microbiota alters olfactory-guided microbial preferences and foraging decisions in fruit flies (Wong et al., 2018). *D. melanogaster* can be treated with *Lactobacillus brevis*, a symbiotic gut bacterium that can improve its walking speed and daily activities (Schretter et al., 2018). Essential amino acids and their intestinal symbiotic bacteria, *Acetobacter* and *Lactobacillu*s, can synergistically affect the food selection of *Drosophila* (Leitão-Gonçalves et al., 2017). *Erwinia carotovora carotovora*-infected flies showed enhanced selection abilities for 4-methylcyclohexanol and 3-octanol compared with the control group (Shih et al., 2019). Larvae treated with antibiotics had a reduced microbiota load and exhibited a reduced chemotaxis response towards odorants compared to the control animals. This behavioral phenotype was partially rescued in larvae treated with probiotics, which resulted in the partial recovery of microbiota loads (Qiao et al., 2019). These microbial preferences are largely olfactory guided and have a profound impact on host foraging. The present study also showed a certain relationship between the intestinal microbes of CPBs and olfactory behavior. However, the mechanism by which intestinal microbes affect feeding behavior remains unclear, and the pathway through which intestinal microbes alter the OR genes of CPBs to affect feeding warrants further study. In future research, it is necessary to specify the influence of several intestinal microorganisms and the relationship between gut microbial communities and olfactory genes, such as the influence of *OR9* and *OR17* on the feeding behavior of CPBs, to explore the olfactory behavior mechanism of intestinal symbiotic bacteria and insects.

In summary, the expression of olfactory genes was examined by feeding CPBs with antibiotics, providing basic resources for gene screening for biological control and references for further research on the molecular mechanisms related to the olfactory behavior of CPBs. The study of the relationship between intestinal microbes and host behaviors has greatly enriched our understanding of the role of intestinal microbes in insects and, to a certain extent, uncovered the effect of intestinal microbes on host behaviors.

## Data availability statement

The data presented in this study have been deposited to the NCBI Gene Expression Omnibus (GEO), accession number GSE235447.

## Author contributions

HL, YY, and YZ designed, conceived the study, developed the project, and revised the manuscript. HL, JZ, YW, and LZ performed the experiments and analyzed the data. All authors contributed to the scientific discussions and manuscript preparation.

## Funding

This research was supported by the National Key Research and Development Program of China (2021YFC2600600), Beijing Natural Science Foundation (6234048), and the Basic Research Fund of the Chinese Academy of Inspection and Quarantine (2022JK09).

## Conflict of interest

YW is employed by Biowavelet Ltd.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

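The data are transcriptome libraries of adult CPBs, 3 of the non-treatment group and 3 of the antibiotic group, which the methods and the sample labels describe as whole heads. Groups and replicate numbers were taken from the labels. According to the methods, RNA was sequenced on an Illumina platform and the authors computed TPM from mapped fragments, corrected for transcript length and depth, through featureCounts. The aligner, the assembly and their versions are not given in the sources used here. The paper speaks of a reference genome, while the deposited genes carry Trinity names and annotations from protein databases, so a gene name here is that of its best match, often in another species.

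The authors deposited a TPM value for each of 236706 genes in all 6 libraries; each library sums to 1000000. They also deposited estimated counts, which need not be whole, and these were used for 5 libraries: the counts of antibiotic replicate 1 were not analysed here. Count totals lay between 25397497 and 33613953, with a median of 31185289. Among counts above 0, between 76.5% and 77.3% were whole numbers, and estimated counts were rounded to whole numbers before count tests. At this depth the genes with a few counts, LdecOR9 among them, cannot show a moderate difference, and TPM itself carries no depth.

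The design fixed before the data were examined named edgeR if counts were present and limma on log2(TPM + 1) if only TPM was, with all 6 libraries in the fit. Since counts were used for 5 libraries, the TPM test was made the main one after the columns had been seen, and the count tests (edgeR, DESeq2, the paper's tool, edgeR with DESeq2 size factors, and edgeR without a count filter) are alternatives chosen after seeing the data. limma was fitted with a mean-variance trend and no covariate on genes with a mean TPM of at least 1 in a group, which left 33919 genes of 198173 with a TPM above 0 in any library. The screen required an unadjusted p under 0.05, a log2 ratio of mean TPM above 1 either way, with means floored at 0.0001, and a mean TPM of at least 5 in the higher group. The methods state the p and fold change thresholds for differentially expressed genes, and the results add the TPM threshold for the OR genes; the screen applied all of them to every gene. In the count tests the mean TPM was still taken over all 6 libraries. Adjusted p values are Benjamini-Hochberg values. Comparisons of single values used two-sided exact permutation tests, which cannot go below 0.1 with 3 libraries against 3. Gene sets were tested with camera (inter-gene correlation preset), camera with an estimated correlation, and fry. Of 19 annotation families, the 17 with at least 5 tested genes were tested, with the p adjusted over these 17.

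The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. The tests were tested on simulated data. Counts were drawn for the real genes from the libraries' means and depths, with 200 genes changed by a log2 fold change of 2. The changed genes were drawn from those with at least 5 TPM, and every gene had a common dispersion of 0.147. The recovery therefore does not cover lower genes, LdecOR9 and LdecOR17 among them, or differences in spread between genes. limma on 3 libraries against 3 recovered 188 of the 200 changed genes (94%) among 31913 tested; with unadjusted p, 438 unchanged genes passed the screen as well, and of 116 genes at an adjusted p under 0.05, 13 were unchanged. edgeR on 5 libraries recovered 183 of the 200 among 35994 genes, with 296 unchanged genes past the screen, and DESeq2 recovered 180 among 170667, with 315.

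The genes named in the text follow a rule fixed before the data were examined: LdecOR9, LdecOR17, LdecOrco and genes annotated as ribosomal protein S18 or L18; every OR sequence of Supplementary Data 1 that passes the screen here or is listed there with p under 0.05 and a log2 fold change above 1 either way (these table values had been seen); and the 3 genes up and 3 down with the smallest p that pass the screen, do not overlap between groups and have a named protein. Other genes named in the closing section were chosen after their values were seen. For the closing section 8 lists of marker genes were made by annotation keyword: gut digestion, sperm and axoneme, egg shell, visual opsins, brain neuropeptides and synapse, Hox abdomen, Hox and head patterning, and opsins by Swissprot name. All were written after the 6 libraries had been looked at, and the last after the visual opsin list had given a mixed result.

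The 17 alternatives fixed before the data were examined changed one choice at a time: TPM rescaled by median-of-ratios factors, no filter on low values, a mean of at least 5 TPM to enter the test, no trend, pseudocounts of 0.1 and 5, the TPM threshold on the mean of all 6 libraries, no TPM threshold, adjusted in place of unadjusted p, the fitted fold change in place of the ratio of means, each of the 6 libraries left out, and the replicate number as a block. Feeding behavior, 16S sequencing, qPCR and the Pseudomonas feeding were not analysed here.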

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

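The group-specific genes below were counted by thresholds of 1 and 0.1 TPM chosen after the data had been seen, and the gut test and the comparison of correlations between libraries were chosen after their results had been seen.

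The paper screens for differences in level and does not report genes present in one group alone. With a TPM above 1 in every non-treatment library, under 0.1 in every antibiotic library and a mean of at least 5 TPM in the higher group, 451 genes stood out, which together held on average 24051 TPM in the non-treatment libraries. The reverse pattern was met by 6 genes, with an average total of 41.2 TPM in the antibiotic libraries. Of the 451 genes, 281 have an annotated organism for their best protein match. One of the most abundant with a name, chosen after its values were seen, is annotated as protamine (TRINITY_DN62402_c0_g1), a protein that packs DNA in sperm, with 516, 408 and 81.8 TPM in the non-treatment libraries and 0 in each antibiotic library.

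Several technical explanations were weighed. RNA of other organisms is argued against for the genes with an annotated organism: 1.78% of the 281 had it outside arthropods, and among all genes past the screen with an annotated organism 2.73% did, against 7.39% among tested genes. For the other 170 of the 451 genes, which held 58% of their total TPM, no organism is annotated and another organism stays open. One library standing for its group is argued against for the difference between the groups as a whole, since the lowest Spearman's rho across genes within a group, 0.807, was above the highest between the groups, 0.723; the 451 genes were required in every library, so they cannot test this. Depth goes against the pattern, as the antibiotic libraries with counts were deeper than all non-treatment libraries yet had them under 0.1 TPM. Of 10 splits of the 6 libraries, the real one (1) gave the most genes past the screen, the others giving 124 to 398, and at an adjusted p under 0.05 (limma) it gave 3440 genes where the others gave at most 2. The libraries thus fell into these groups beyond the noise between them, while a share of 1 in 10 splits cannot by itself exclude that the labels fell on them by chance. What stays open is a different tissue or dissection in the libraries labelled non-treatment, and an effect of the antibiotics, which the design does not separate from it. A candidate explanation is gut or reproductive tissue in those libraries: 58.3% of the gut digestion list and 41.3% of the sperm and axoneme list were higher in every non-treatment library, against 19.8% of all tested genes. No biological explanation was tested apart from these.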

How the results depend on the processing

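Among the alternatives, the 4 count tests on 5 libraries were chosen after the data had been seen.

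The number of genes past the screen, 2890, stayed within 1.5 times under every alternative except the one with no TPM threshold, which gave 6908 genes, 2025 higher and 4883 lower in the antibiotic group; that setting removes a filter. With one library left out, the count lay between 2713 and 3098, with 860 to 1043 genes higher and 1834 to 2113 lower. More genes were lower than higher under all 21 alternatives. Rescaling by median-of-ratios factors moved the median log2 difference of all tested genes from -0.092 to 0.005 and the share of higher genes from 31.1% to 36.6%, with 2725 of the 2890 genes shared. With one library left out, between 2454 and 2638 of the 2890 genes remained past the screen. Of the 2890 genes, 2537 were also past the screen with edgeR on the 5 libraries with counts and 2557 with DESeq2.

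The number of genes at an adjusted p under 0.05, 3440, depended more on the setting. It was 2138 with no filter on low values, where 198173 genes share the adjustment, and 6807 with edgeR without the count filter; the cause of the latter was not tested. With one library left out it ranged from 1765 to 3867: it was 2029 without non-treatment replicate 2, and 1765, 1941 and 2031 without antibiotic replicate 1, 2 or 3, where fewer libraries were fitted.

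The number of OR sequences past the screen was 3. It became 1 with the TPM threshold on the mean of all 6 libraries, 1 with adjusted p, 1 with edgeR on 5 libraries and 1 with edgeR and DESeq2 size factors, and 7 with no TPM threshold. With one library left out it lay between 1 and 4, with 1 without antibiotic replicate 1. LdecOR21 was past the screen under every alternative except the threshold on the mean of all 6 libraries. LdecOR17 kept its direction in the 20 alternatives that tested it; with a mean of at least 5 TPM to enter the test it was not tested. The size of its log2 difference, -2.20, changed with the pseudocount: it was -0.88 with a pseudocount of 5 and -3.86 with a pseudocount of 0.1. In the 4 count tests it lay between -6.43 and -6.36. The log2 ratio of mean TPM, which has no pseudocount, was -4.41. For each TPM of LdecOR17, the antibiotic libraries with counts had fewer counts than the non-treatment libraries. In replicate 2 of each group, 3 counts stood at 0.218 TPM and 134 counts at 3.96 TPM. This goes with the larger size in the count tests, and why the counts per TPM differed was not tested. With one library left out, the log2 difference of LdecOR17 lay between -2.30 and -2.01. LdecOR9 entered the test in 3 of the 21 alternatives, and was kept out of the other 18, by its low TPM in 16 and by the count filter in 2, so that it passed the screen in 0 of them says little. Its log2 difference, 0.15, was 0.72 with a pseudocount of 0.1, 0.88 with DESeq2 and 0.85 with edgeR without the count filter, and lay between 0.07 and 0.22 with one library left out; the pseudocount changes the scale, and the cause of the other differences was not tested.

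The other named genes had 305 values under the alternatives, 268 of them with a test. Of the tested values, 232 kept their direction and side of the threshold, or had no test in the main setting and moved by less than the replicate spread; 4 moved further, 16 were weaker, 6 stronger and 10 reversed. LdecOrco, LdecOR37, LdecOR69 and LdecOR78 (TRINITY_DN66115_c10_g1) were too low for the main test, so most of their values have no p. LdecOrco went from a log2 difference of 0.45 to between 9.26 and 9.83 in the count tests; it had 0 estimated counts in every non-treatment library. The reversals were in genes close to no difference. With one library left out, the log2 difference lay between -0.18 and 0.15 for ribosomal protein L18 (TRINITY_DN52564_c5_g4), where it was also -0.02, between -0.01 and 0.65 for S18 (TRINITY_DN66222_c17_g2), between -0.24 and 0.21 for S18 (TRINITY_DN66222_c17_g1), where it was also -0.08 and -0.03, between -0.03 and 0.36 for S18 (TRINITY_DN60849_c0_g3), and between -0.05 and 0.20 for LdecOR78 (TRINITY_DN66115_c10_g1). LdecOR78 was -0.07 with edgeR on 5 libraries and without its count filter, and -0.05 with DESeq2 and with edgeR and DESeq2 size factors; the cause was not tested.

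Of the 17 families, 4 shifted at an adjusted p under 0.05 with camera, 1 with fry and 0 with camera and an estimated correlation. The share of screened genes with an arthropod match, 96.8%, was 94.1% with no TPM threshold and 95.9% with the replicate block; the cause was not tested.

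The replicate numbers did not pair the samples: the correlations of the deviations of same-numbered libraries from their group means were 0.13, -0.09 and 0.10. With the replicate block, 2992 genes were past the screen, 955 higher and 2037 lower, and 2615 had an adjusted p under 0.05.

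Depth limits the low OR genes: LdecOR9 had at most 10.6 estimated counts in any library with counts.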

Differences from the paper's values

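The paper reports 1728 differentially expressed genes, and 2890 were found here. The sheet of the paper's OR table names its comparison AH_vs_HH and its control WT, the titles of the libraries used here as non-treatment begin with AA, and the table's non-treatment means are not those of these libraries. The control groups behind the numbers were therefore not shown to be the same, which limits every comparison with the paper here. The paper's methods give no TPM threshold for this count, and without one 6908 genes passed. Of the 17 alternatives set before the data were examined, 2 came within 1.5 times of the paper's number: the TPM threshold on the mean of all 6 libraries, with 2145 genes, and adjusted in place of unadjusted p, with 2180; the other 15 did not. Of the 4 count tests on 5 libraries, which were chosen after seeing the values, edgeR with 2590 genes and edgeR with DESeq2 size factors with 2583 came within 1.5 times, while DESeq2, the tool named in the paper's methods, with 2638 and edgeR without the count filter with 3002 did not. None of the settings that came within 1.5 times, and not the main one either, called LdecOR9 or LdecOR17, the 2 OR genes the paper calls. The paper reports 906 downregulated genes, and 1990 were found here, with 0 of the 17 alternatives within 1.5 times; the lowest was 1459 with the TPM threshold on the mean of all 6 libraries. The upregulated genes, 822 in the paper and 900 here, did not differ by this measure, nor did they under 16 of the 17 alternatives; with no TPM threshold, which is how the methods state this count, 2025 were up, and this differs.

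For LdecOR9, the paper's table gives a mean TPM of 1.61818 in the non-treatment group and 9.96334 in the antibiotic group, where the deposited values give 0.108 and 0.227. The paper's log2 ratio of 2.62 stands beside 1.07 here. The means differed under all 7 alternatives that change them. The log2 ratio was within the replicate error of the paper's with rescaled TPM (1.23), without non-treatment replicate 1 (1.78) or 2 (1.24) and without antibiotic replicate 2 (1.43), and outside it without non-treatment replicate 3 (0.49) and without antibiotic replicate 1 (0.77) or 3 (0.92).

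For LdecOR17, the paper's table gives means of 7.87337 and 1.96986 TPM, and the deposited values give 4.69 and 0.221. The paper's log2 ratio is -1.99 and the value here -4.41, in the same direction. All 7 alternatives differed from the paper's values, the log2 ratio lying between -4.53 and -4.14.

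Over the whole table, 123 of the 125 antibiotic means of the paper equal the deposited antibiotic means within 0.1%, 97 of them above the floor and 26 at it, the exceptions being LdecOR9 and LdecOR17. Of the 125 non-treatment means of the paper, 2 equal the deposited ones, 0 of them above the floor. In 124 of the 125 sequences the paper's log2 fold change equals the ratio of its means within 0.01; for LdecOR17 the paper gives -1.99 where its means give -2.00.

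The paper names LdecOR9 as its upregulated OR gene and LdecOR17 as its downregulated one. Here the screen was passed by LdecOR21 (higher), LdecOR20 and LdecOR54 (both lower) and by neither of the genes the paper names. For LdecOR21, LdecOR20 and LdecOR54, the paper's table lists log2 fold changes of 0.356, -1.59 and 0.913. Its non-treatment means are 5.57, 7.51 and 0.819 TPM, where the deposited ones are 2.07, 5.58 and 9.91 TPM. The antibiotic means are the same in both, so these calls rest on the libraries labelled non-treatment. LdecOR17 was past the screen with no TPM threshold, without non-treatment replicate 1 and without non-treatment replicate 2, which is 3 of 21 alternatives. LdecOR9 was past it in 0 of 21, of which 3 tested it. The table lists 6 OR sequences with p under 0.05 and a log2 fold change above 1 either way, and the means here have the same direction for 5 of them and the opposite for LdecOR69, which is near 0 in all libraries. Apart from LdecOR9 and LdecOR17, the antibiotic means of these sequences are the same in both, so their directions are not an independent check. Of the 5, LdecOR17 and LdecOR58 reached the test. LdecOR58 had a difference of -1.44 on the log2(TPM + 1) scale (limma adjusted p = 0.0531). Its log2 ratio of mean TPM was -3.41, and the paper's log2 fold change, a ratio of means, is -3.16. LdecOR9, LdecOR37 and LdecOR78 were too low for the test.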

Other observations

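The tests on gut tissue, on opsins by Swissprot name, on other libraries behind the table's means, on the scaling of the table and on odorant-binding proteins were chosen after their results had been seen; the remaining tests were written before the result each one measures, but after the libraries had been looked at, and the Hox abdomen count was set on the difference in tissue only after the family medians had been seen.

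The paper and the labels describe both groups as whole heads. The test of a difference in tissue that was written first compared the medians of annotation families, and it did not separate the groups: the median log2 difference was 0.07 for opsins and phototransduction, -0.13 for digestive proteases and -0.05 for vitellogenin and hexamerin. Members of these families went both ways, so these medians decide nothing. Further lists of marker genes, 8 in all, were then examined. Of the gut digestion list, 81 of 139 genes (58.3%) were higher in every non-treatment library and 12 in every antibiotic library. Of the sperm and axoneme list, 156 of 378 genes (41.3%) were higher in every non-treatment library and 23 in every antibiotic library. Among all tested genes these shares were 19.8% and 10.5%. The keywords are broad. Among the most abundant genes of the sperm list are cathepsin B and polyadenylate-binding protein genes. Protamine on this list was at 0 TPM in each antibiotic library. The groups overlapped in a testis-specific kinase (TRINITY_DN63452_c5_g2) with 428, 373 and 651 against 651, 531 and 632 TPM. A digestive cysteine protease (TRINITY_DN57306_c4_g1) is on both the gut digestion list and the sperm list. It had 145, 5628 and 584 TPM in the non-treatment libraries and 0, 0.137 and 45.9 TPM in the antibiotic libraries. Abundant genes of the gut digestion list did not all go this way. A digestive cysteine proteinase 2-like gene (TRINITY_DN62157_c2_g9) had 1082, 841 and 1266 TPM in the non-treatment libraries and 1763, 1345 and 2233 TPM in the antibiotic libraries. The groups overlapped in another (TRINITY_DN63851_c3_g2; 231, 403 and 401 against 324, 1334 and 570 TPM). All 3 genes of the Hox abdomen list, which pattern the trunk behind the head, were higher in every non-treatment library. They are 1 with only a nucleotide match, to abdominal-A of Tribolium castaneum (TRINITY_DN50911_c7_g3), and 2 named by their proteins, Abdominal-B (TRINITY_DN56205_c4_g4) with 1.31 ± 0.214 TPM (SD, n = 3) against 0.0323 ± 0.0285 TPM, and Ultrabithorax (TRINITY_DN50584_c7_g1) with 1.68 ± 0.479 TPM against 0.0783 ± 0.0683 TPM. Of the Hox and head patterning list, 3 of 8 genes were higher in every antibiotic library and 0 in every non-treatment library. Of these 3, cephalothorax (TRINITY_DN62798_c2_g1) had 1.25 ± 0.368 against 6.90 ± 0.153 TPM (limma adjusted p = 0.00284), while deformed epidermal autoregulatory factor 1 (limma adjusted p = 0.465) and a sine oculis-binding protein homolog (limma adjusted p = 0.322) are on the list for a keyword in their names. The groups overlapped in eyes absent (TRINITY_DN60820_c3_g2; 12.9 ± 2.5 against 13.9 ± 1.4 TPM), orthodenticle-2 (TRINITY_DN50719_c7_g3; 3.82 ± 0.827 against 5.58 ± 1.04 TPM) and a SIX2 or sine oculis gene (TRINITY_DN57493_c3_g2; 1.40 ± 0.461 against 2.41 ± 0.933 TPM).

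Other lists went both ways. The visual opsin keywords gave 15 genes (30%) higher in every non-treatment library and 16 (32%) in every antibiotic library out of 50, both above the 19.8% and 10.5% of all tested genes. The total TPM of this list was 348, 363 and 304 in the non-treatment libraries and 518, 638 and 557 in the antibiotic libraries; without its genes named opsin or rhodopsin, 48 genes remained and the totals overlapped, with 346, 362 and 303 against 317, 380 and 391. Brain neuropeptides and synapse gave 9 and 9 out of 42 (21.4% each), a share near that of all tested genes for the non-treatment libraries and above it for the antibiotic ones, and egg shell gave 8 and 6 out of 34 (23.5% and 17.6%). After the mixed count for the opsin keywords, 4 genes whose best Swissprot match is named an opsin or rhodopsin were taken, and their total TPM in the non-treatment libraries was 2.5% of that in the antibiotic libraries, with 3 of the 4 higher in every antibiotic library. The fourth, TRINITY_DN55640_c8_g2, has a prostaglandin receptor as its other match and had 3.12 ± 0.852 and 2.43 ± 1.25 TPM; without it the total was 2.65 against 228 TPM, or 1.16%.

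As a hypothesis, the libraries labelled non-treatment may hold tissue from behind the head, such as gut and reproductive tissue, in place of or beside head tissue. The share of the sperm list, 41.3%, the 3 Hox abdomen genes and the opsin total of 2.5%, or 1.16% without the fourth gene, go with it. The sperm list holds genes of other functions and shares 1 gene with the Hox abdomen list, so its share is weak evidence. Eyes absent, orthodenticle-2 and sine oculis were present in the non-treatment libraries, with overlapping groups. Whether adult tissue behind the head lacks these genes was not tested, so they do not decide on tissue in place of the head. The brain and synapse list, with 9 genes each way, also leaves this open. Whether the non-treatment libraries are abdomen and the antibiotic libraries head cannot be told apart from other differences in dissection on 3 Hox abdomen genes and, of the 3 genes of the head patterning list, cephalothorax alone. Every list compares the same 3 libraries with the same 3, so tissue and treatment are confounded, and an effect of the antibiotics on any gene, ORs included, was not tested apart from tissue.

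The means of the paper's OR table were compared with the deposited libraries. The sheet that holds the table is named AH_vs_HH and its control column WT, while the titles of the deposited libraries begin with AA for non-treatment and AH for antibiotic. For the non-treatment means, the best single mean over 1, 2 or 3 libraries labelled non-treatment gave 1 of 110 sequences within 1%, and the ratio of the table's mean to the deposited mean had quartiles of 0.386 and 1.4, so no common factor links them. Together with the names, a candidate explanation is that other libraries than those labelled non-treatment stand behind the table's means. Across 123 sequences, which are not independent replicates, Spearman's rho of the table's non-treatment means was 0.51 with the deposited antibiotic means and 0.31 with the deposited non-treatment means, a difference of 0.19 (bootstrap 95% interval 0.03 to 0.37 from 2000 resamples). This is consistent with table libraries closer in tissue to the antibiotic libraries, as far as an interval with a lower end of 0.03 goes.

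For LdecOR9 and LdecOR17, a different scaling or version of all TPM values is argued against, since the other 123 sequences matched in the antibiotic group, 97 of them with a mean above the floor. Values of another Trinity gene in their place are argued against as well, since 0 Trinity genes had the table's antibiotic mean of either. What stands behind the table's means for these genes remains open, and no biological explanation was tested.

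In antibiotic replicate 3, 3 odorant-binding protein genes with at least 15 TPM were more than 10 times higher than in any other library: odorant binding protein 1 (TRINITY_DN51062_c0_g4) with 108 TPM, 2 (TRINITY_DN48376_c0_g1) with 30.6 TPM and 7 (TRINITY_DN49131_c0_g1) with 26.3 TPM; no other library had such genes. More antennal tissue in that library might raise ORs too. Of the OR sequences, 41.4% were highest in antibiotic replicate 3 within the group, which a binomial test did not tell from 1 in 3 (p = 0.0891). Of the 99 sequences counted, 77 had under 10 estimated counts in that library, so this share rests mostly on low values. The coreceptor LdecOrco goes with the explanation, with 0.95 TPM (193 counts) in antibiotic replicate 3, 0.109 TPM (21 counts) in replicate 2 and 0.175 TPM in replicate 1, but it is 1 gene at a low level, so the explanation stays open. No biological explanation was tested.

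Of the 17 annotation families, camera with a preset correlation placed 4 past an adjusted p of 0.05: odorant-binding proteins (median log2 difference 0.55, adjusted p = 0.000161), muscle structure (0.35, adjusted p = 0.000161) and opsins and phototransduction (0.07, adjusted p = 0.0472) higher in the antibiotic group, and viral proteins (-0.35, adjusted p = 0.0068) lower. With fry only viral proteins passed (adjusted p = 0.0186), and with an estimated correlation none did, 0.578 being the lowest adjusted p. These directions held with rescaled TPM.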
